A study of Mus musculus with 9 samples.

How the data were processed

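Bulk RNA-seq libraries of 9 samples were analysed, 3 replicates of each of 3 populations sorted from mouse HSC cultures. Per the labels' protocols, over 5000 cells per population were sorted, RNA was extracted with Trizol LS, cDNA was made with a SMARTer kit and libraries were sequenced as paired reads of 36 nt on a NextSeq sequencer. The deposited raw table holds whole-number counts per gene symbol, 49585 genes, not normalized by the authors. Its aligner, counting tool, annotation and use of strand are not given in the sources used here, and the submitters' processing notes name the genome build mm10 and DESeq2 without versions. A table of normalized signal deposited by the authors equalled the raw counts divided by one DESeq2 size factor per sample, within a relative deviation of 4.9e-10, and 26 of its gene names had been turned into dates. That table was used for an alternative test alone. The tables hold 3 further columns of per-sample values that matched no sample label and were not used. How genes that share reads, such as members of clustered families, were counted is not given in the sources used here. Among the genes named, this applies to Gbp2, Gbp3, Ms4a6c, Gimap4, Serpinb2 and Serpinb10.

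Samples were grouped by their treatment labels, and 3 comparisons were made, each CD201+ population against CD201− cells and the CD201+ populations against each other. The comparisons, tests, gene lists, naming rule and most alternatives named below were fixed before the data were examined. Genes were kept by filterByExpr of edgeR with its default minimum count of 10, which left 11619 genes. Counts were scaled by TMM factors and tested with the quasi-likelihood F test of edgeR 4.0.16 (glmQLFit, robust, all 9 samples in one fit with group as the only factor; common biological coefficient of variation 8.64%) in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, with a threshold of 0.05. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of F. Levels are CPM with TMM-scaled library sizes, given as mean ± SD over 3 replicates, and the prior count of log2 CPM was 2. Principal components were computed on log2 CPM of the tested genes. A fold against a group with 0 counts was computed as a lower bound against 3 counts over the group, and with 1 to 3 counts as a ratio with an exact 95% binomial counting interval. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

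Of 21 gene lists, 20 are described here and 1 enters the counts of lists alone. The 20 covered haematopoietic stem cell, granulocyte and monocyte progenitor, mature neutrophil and macrophage, mast cell and basophil, megakaryocyte and platelet, erythroid, lymphoid, dendritic cell and MHC class II, endothelial and stromal, S phase, G2 and M phase, quiescence and cell cycle inhibitor, immediate early, interferon response, glycolysis, oxidative phosphorylation, cholesterol synthesis, ribosome biogenesis, mitochondrially encoded, and homeobox A and B cluster genes. They came from general knowledge of the cell types and pathways, and the genes of the sorted antigens were in none of them. Lists with at least 5 tested members, 20 of 21, were tested with camera of limma 3.58.1 with a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. Camera compares a list with all other tested genes. The rotation test fry was run beside it on the same values and adjusted in the same way. Members were counted as higher or lower from the edgeR test, adjusted over all genes tested and adjusted over the list alone. The genes Itgam, Ahsp and Utp4 of the lists had no row of that symbol in the table.

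The text names the genes of the sorted antigens, per comparison the 10 higher and 10 lower genes with the largest log2 fold change among those past the threshold with a mean of at least 10 CPM in the higher group, no overlap of replicate values and a symbol other than a predicted or clone name, and up to 4 members of each list with the smallest p. Other genes are named in the closing section as chosen after their values were seen. Coordinates are those of the RefSeq annotation of GRCm38.p6, the assembly of mm10, and symbols of 11060 of the 11619 tested genes (95.2%) matched it. Of 131 genes named, 130 had coordinates there, and 53 of them overlapped another annotated gene on either strand, among them Mpo, Slc22a3, Myof, Mecom, Cdk6, F13a1, Slc6a4, Mcm7, Ly6a, H19 and Peg3. Since the use of strand is not stated, counts of such genes are less certain.

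The tests were tried on simulated counts of the 11619 genes, drawn from negative binomial distributions with the means over the groups compared, the estimated dispersions and the library sizes. In each comparison 200 genes were changed and the members of 2 lists were raised. For CD201+CD48− against CD201− cells 68.7% of 67 genes changed 1.5-fold, 83.6% of 67 changed 2-fold and 93.9% of 66 changed 4-fold were recovered. For CD201+CD48+ against CD201− cells the shares were 67.2%, 79.1% and 93.9%, and for CD201+CD48− against CD201+CD48+ cells 64.2%, 89.6% and 98.5%. Of 11366 unchanged genes, 0.088%, 0.106% and 0.088% were called in the 3 comparisons. Both of 2 shifted lists were called in each comparison, and 0, 1 and 0 of 18 unshifted lists. Genes were drawn independently of each other, and no simulated library was set apart from its group. The share of false calls among lists of correlated genes was therefore not measured. In the data the estimated correlation was 0.1333 for S phase and 0.1573 for ribosome biogenesis genes. Sequencing depth of 3810123 to 7072885 counts per library limited the lowest genes, whose counts are given where a group had 3 or fewer.

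Alternatives fixed beforehand were DESeq2 size factors or library size alone in place of TMM, the Wald test of DESeq2 1.42.0, limma-voom, limma-trend on log2 of the deposited normalized counts plus 1, no filter on low counts, a filter at a mean of 5 CPM, a fit of the 6 samples compared, the replicate number as a block, a 2-fold threshold, camera with an estimated correlation, and leaving out each library in turn. Added after seeing the data were an offset for transcript GC content, library size alone for the lists, and the HSC and megakaryocyte lists without their shared members. The GC offset was a loess curve of each library's deviation from the mean of all libraries. Its median was set to 0 after a first version had shifted the median of all genes. Transcript GC content and length came from the longest protein-coding transcript of each symbol in release M39 of GENCODE and covered 10582 of the tested genes (91.1%).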

Results

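The study sorted 3 phenotypic populations from mouse haematopoietic stem cell (HSC) expansion cultures and profiled each by bulk RNA sequencing in 3 replicates, 9 libraries in all. Cultures were started from CD34−CD150+KSL cells of C57BL/6 bone marrow (KSL denotes Kit positive, Sca-1 positive and lineage negative) and kept in a polyvinyl alcohol (PVA) medium whose cytokines included stem cell factor (SCF) at 10 ng/ml. The design text gives 10 days of culture and the growth protocol a week, and this difference was left open. The sorted populations were CD201+CD150+CD48−KSL cells, called CD201+CD48− here, CD201+CD150+CD48+KSL cells, called CD201+CD48+, and CD201−KSL cells, called CD201−. CD201 is the endothelial protein C receptor, encoded by Procr, and CD150 and CD48 are SLAM family receptors used to enrich HSCs. Titles of the CD201− libraries add CD150+CD48+ to the gate, whereas their treatment label and the design text do not, so the CD150 and CD48 gate of these cells stayed open. Total counts ranged from 3810123 to 7072885 per library, with group means of 4502000 ± 808500 (CD201+CD48−), 6011000 ± 954600 (CD201+CD48+) and 4922000 ± 263700 (CD201−; SD, n = 3 each). Between 13663 and 17845 genes had at least 1 count in a library.

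The 3 populations separated on the first principal component of log2 CPM, which held 65.1% of the variance. CD201+CD48+ libraries lay between the other groups, with a mean score of −4.30 ± 1.06 against −40.5 ± 0.831 for CD201+CD48− and 44.8 ± 9.08 for CD201− (SD, n = 3 each). One library stood apart from its group: CD201− replicate 3 had a score of 55.3 on this component, and 584 genes differed in it by over 2-fold from the mean of CD201− replicates 1 and 2, against 225 genes between those replicates. A chi-square comparison of counts within groups gave 1.37 to 3.62 per degree of freedom for the pairs without this library, and 13.9 and 13.2 for its pairs with CD201− replicates 1 and 2, so no libraries agreed within counting error. The labels do not say whether replicates were separate cultures or animals, and p-values therefore measure the spread between these samples, which may be technical.

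**Figure D1:**
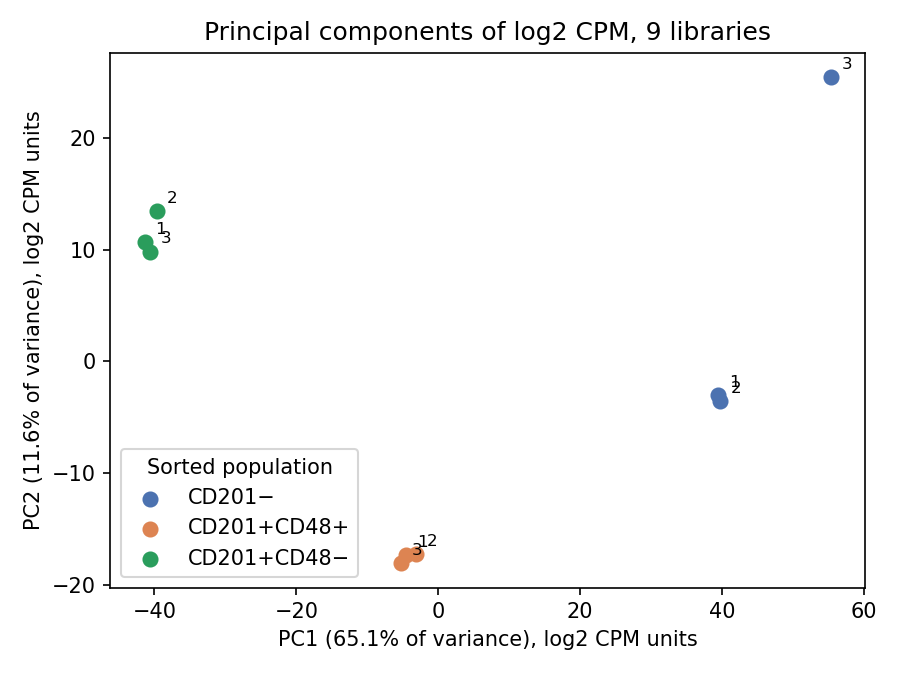
Scores of the 9 libraries on principal components 1 (65.1% of variance) and 2 (11.6%) of log2 CPM, coloured by sorted population and numbered by replicate. The populations separate along component 1, and CD201− replicate 3, at 55.3 and 25.4, lies away from CD201− replicates 1 and 2.

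Transcripts of the sorted antigens were read first, as a check of the labels. Procr (chromosome 2, 155751125 to 155755478, mm10) averaged 63.2 ± 3.74 CPM in CD201+CD48− cells, 26.5 ± 2.16 in CD201+CD48+ cells and 3.56 ± 1.07 in CD201− cells (SD, n = 3 each). Its log2 fold change was 4.14 ± 0.17 (SE; edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 5.36e-11) between CD201+CD48− and CD201− cells, 2.89 ± 0.18 (adjusted p = 2.81e-08) between CD201+CD48+ and CD201− cells, and 1.25 ± 0.11 (adjusted p = 2.3e-06) between the CD201+ populations. Cd48 (chromosome 1, 171681245 to 171705258) averaged 5.86 ± 0.671, 83.3 ± 7.22 and 124.7 ± 4.25 CPM in the same order, a log2 fold change of −3.82 ± 0.12 between the CD201+ populations (adjusted p = 3.41e-11). Cd48 was also lower in CD201+CD48+ than in CD201− cells (−0.58 ± 0.08, adjusted p = 1.08e-04). Slamf1, which encodes CD150, averaged 57.5 ± 1.05, 53.1 ± 5.82 and 47.1 ± 4.97 CPM, and passed in the fit reported between CD201+CD48− and CD201− cells alone (log2 fold change 0.29 ± 0.11, adjusted p = 0.0355). The Slamf1 call was lost in 8 of 19 alternatives (adjusted p from 0.00144 to 0.124), and a call between CD201+CD48+ and CD201− cells was gained in 2 (adjusted p from 0.0285 to 0.583). Kit was higher in both CD201+ populations than in CD201− cells, by 0.54 ± 0.08 (CD201+CD48−) and 0.42 ± 0.08 (CD201+CD48+) on the log2 scale. Ly6a, which encodes Sca-1, averaged 21.7 ± 1.67, 16.0 ± 2.36 and 9.90 ± 4.02 CPM and was higher in both CD201+ populations than in CD201− cells (adjusted p = 7.57e-04 and 0.0351). The Ly6a call for CD201+CD48+ cells was lost in 7 of 19 alternatives (adjusted p from 0.00181 to 0.122), and without CD201− replicate 3 its log2 fold change fell from 0.69 to 0.38 (adjusted p = 0.0729). Between the CD201+ populations neither Kit (adjusted p = 0.329) nor Ly6a (adjusted p = 0.16) passed. Ly6a passed there in a fit of the 6 CD201+ libraries (log2 fold change 0.45, adjusted p = 0.008) and without CD201− replicate 3 (adjusted p = 0.00736; range over 19 alternatives 0.00736 to 0.395).

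**Figure D2:**
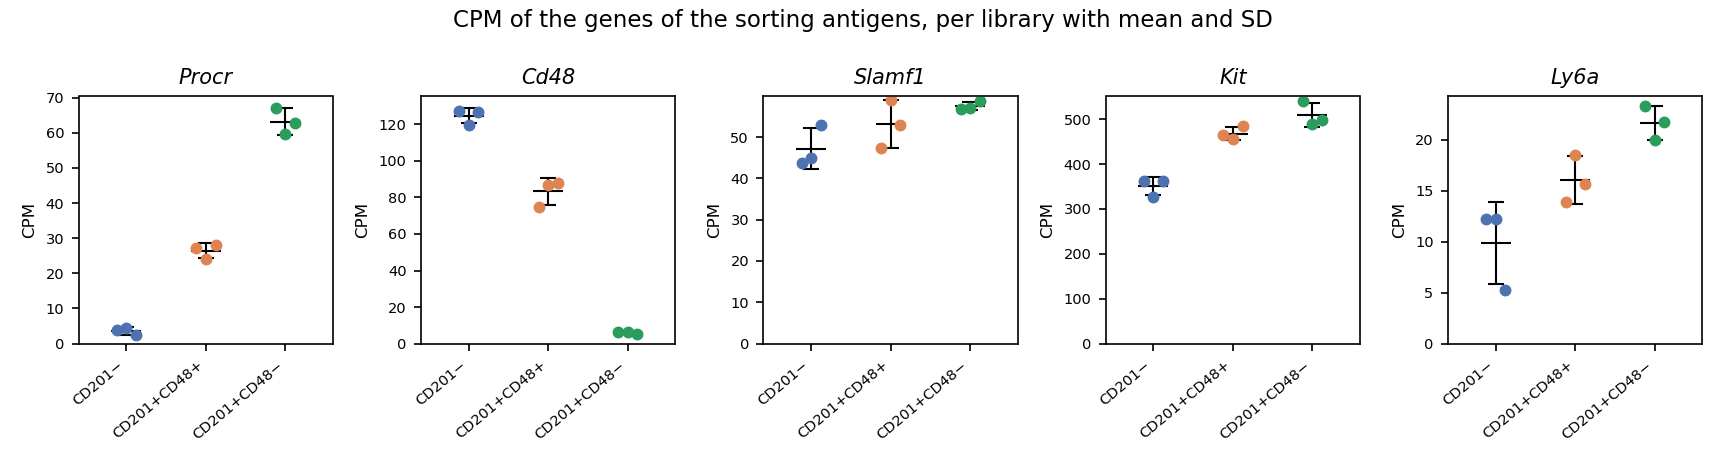
CPM of Procr (CD201), Cd48, Slamf1 (CD150), Kit and Ly6a (Sca-1) in each of the 9 libraries (points), with the mean and SD of each sorted population (n = 3). Procr falls from 63.2 to 3.56 CPM and Cd48 rises from 5.86 to 124.7 CPM from CD201+CD48− to CD201− cells.

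The first comparison set CD201+CD48− cells, the phenotype with the HSC-enriching marker combination, against CD201− cells of the same KSL gate. Hlf, a transcription factor enriched in HSCs, averaged 445.4 ± 7.93 CPM in CD201+CD48− cells and 50.3 ± 3.8 CPM in CD201− cells (SD, n = 3 each; log2 fold change 3.15 ± 0.08, SE). Igf2bp2, an RNA-binding protein gene, stood at 48.6 ± 3.67 against 0.948 ± 0.138 CPM, and Vwf, the gene of von Willebrand factor, at 714.6 ± 44.1 against 65.5 ± 8.63 CPM. Lower in CD201+CD48− cells were Slc22a3, an organic cation transporter gene (2.14 ± 0.687 against 129.8 ± 13.6 CPM), and Scin, the gene of the actin-severing protein scinderin (15.8 ± 1.0 against 253.6 ± 47.9 CPM). Genes of DNA replication, mitosis and ribosome biogenesis were lower as groups, and HSC, megakaryocyte and interferon response genes were higher. Of 11619 genes tested, 2807 were higher and 2778 lower in CD201+CD48− cells, 1162 and 254 of them by at least 2-fold.

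Among the 10 most increased genes that met the naming rule, the log2 fold change was 6.33 ± 0.36 for Clip3 (SE; edgeR quasi-likelihood test, adjusted p = 2.46e-09), 6.06 ± 0.34 for Tspan7, a tetraspanin gene, 5.65 ± 0.20 for Igf2bp2 (chromosome 16, 22059009 to 22163299) and 5.64 ± 0.31 for the laminin gene Lamb2. Sspo (5.15 ± 0.38), the membrane repair gene Myof (5.12 ± 0.13; chromosome 19, 37899036 to 38043577), the Wnt pathway repressor gene Tcf7l1 (4.93 ± 0.45) and the matrix metalloproteinase gene Mmp16 (4.93 ± 0.27) followed. Over 19 alternatives the value of Sspo ranged from 4.58 to 6.92 and that of Tcf7l1 from 4.36 to 6.47. Hoxb8 had 141 counts over the 3 CD201+CD48− libraries and 1 over the 3 CD201− libraries, a ratio of 136.9 with a 95% counting interval of 24.2 to 5446, and Hoxb9 averaged 12.5 ± 0.776 against 0.295 ± 0.511 CPM. Such intervals, and limits from a count of 0, cover counting error alone, since reads without molecular identifiers are not independent molecules. The strongest decreases were those of Mpo, Slc22a3 (−5.96 ± 0.17, adjusted p = 1.19e-12; chromosome 17, 12419972 to 12507704), Tespa1 (−5.74 ± 0.18), Dnajc6 (−4.53 ± 0.24) and Cd48 (−4.40 ± 0.12). For Cd48 this follows from the sort, as CD201+CD48− cells were gated as negative for CD48. Mpo, the myeloperoxidase gene of granulocytic cells, had 0 counts in CD201+CD48− libraries and 140 in CD201− libraries, at least 48.1-fold lower against a floor of 3 counts over the group. Fgf3 (−4.15 ± 0.35), Scin (−4.01 ± 0.14), Pdgfrb (−3.17 ± 0.20), Bin1 (−3.07 ± 0.15) and the transferrin gene Trf (−3.05 ± 0.23) completed the 10.

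HSC genes were the first of the fixed lists. Of 45 tested, 32 were higher, 4 lower and 9 did not pass (32 and 5 when adjusted over the list alone), and the median log2 fold change was 0.74 (camera adjusted p = 1.13e-09, and 0.00368 with an estimated correlation). Mecom (chromosome 3, 29951296 to 30509759), a transcription factor gene needed for HSC maintenance, averaged 372.7 ± 1.88 against 100.0 ± 4.18 CPM (SD, n = 3 each). Ltb averaged 132.8 ± 2.89 against 26.7 ± 1.32 CPM and Socs2 356.8 ± 7.77 against 117.2 ± 3.37 CPM. Of 31 megakaryocyte and platelet genes, 23 were higher and 1 lower (24 and 3 adjusted over the list alone), with a median of 1.08, or 0.56 to 1.28 over 14 alternatives (adjusted p = 1.09e-07, and 0.00509 with an estimated correlation). Examples were Vwf (3.45 ± 0.10; chromosome 6, 125552948 to 125686679), the platelet chemokine gene Ppbp (3.50 ± 0.20), Thbs1 (2.50 ± 0.14) and the platelet integrin gene Itgb3 (1.82 ± 0.11). Itgb3 and Mmrn1 belonged to both of these lists. Other lists shared members as well, such as Hoxa9 (HSC and homeobox), Cdkn1c (HSC and quiescence) and Flt3 (lymphoid and dendritic cell). Lists with shared members are not fully separate evidence. Interferon response genes were higher in 30 of 37 cases and lower in 2 (31 and 2 adjusted over the list alone; median 0.93, adjusted p = 4.1e-11, and 0.00368 with an estimated correlation). Gbp2, a guanylate-binding protein gene, averaged 47.8 ± 4.34 against 8.65 ± 1.32 CPM, and Oas2, an antiviral oligoadenylate synthetase gene, 30.4 ± 0.794 against 4.44 ± 1.20 CPM. Homeobox A and B cluster genes had 7 of 9 members higher and none lower (the same adjusted over the list alone; median 1.89, or 1.10 to 2.82 over 14 alternatives, adjusted p = 5.61e-05, and 0.0219 with an estimated correlation), among them Hoxa10 (2.17 ± 0.19) and Hoxa9 (0.96 ± 0.11).

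All 42 S phase genes were lower in CD201+CD48− than in CD201− cells, also when adjusted over the list alone, with a median log2 fold change of −0.77 (camera adjusted p = 4.64e-17, and 0.0219 with an estimated correlation). Rrm2, the gene of a ribonucleotide reductase subunit, averaged 53.7 ± 3.37 against 138.8 ± 6.08 CPM, and the replicative helicase gene Mcm7 243.6 ± 3.46 against 435.3 ± 24.9 CPM (SD, n = 3 each). G2 and M phase genes were lower in 39 of 47 cases and higher in 1 (40 and 1 adjusted over the list alone; median −0.58, adjusted p = 2.52e-10, and 0.0219 with an estimated correlation). Examples were Aurkb (−0.75 ± 0.09), Tacc3 (−0.80 ± 0.09) and Ccna2 (−0.65 ± 0.08). Ribosome biogenesis genes were lower in 47 of 51 cases (48 adjusted over the list alone; median −0.72, adjusted p = 7.74e-15, and 0.0398 with an estimated correlation), with Nhp2 at 81.6 ± 8.54 against 172.3 ± 7.43 CPM. CD201− replicate 3 lay above the other CD201− libraries in these lists, with a median log2 deviation of 0.15 for S phase, 0.13 for G2 and M phase and 0.26 for ribosome biogenesis genes. Cholesterol synthesis genes were lower in 14 of 25 cases and higher in 1 (the same adjusted over the list alone; median −0.29, adjusted p = 6.3e-04, and 0.0398 with an estimated correlation). Glycolysis genes were lower in 13 of 23 cases and higher in 3 (the same over the list alone; median −0.41, adjusted p = 3.33e-04), but adjusted p = 0.103 with an estimated correlation. Ldha (−1.02 ± 0.08) and Eno1 (−0.99 ± 0.08) were among the lower ones. Oxidative phosphorylation genes were lower in 43 of 63 cases (44 adjusted over the list alone; median −0.40, adjusted p = 4.56e-08), with adjusted p = 0.0864 with an estimated correlation, and Atp5b (−0.52 ± 0.07) and Sdhd (−0.52 ± 0.08) were examples.

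Dendritic cell and MHC class II genes had 8 of 13 members higher and 1 lower in CD201+CD48− cells, also when adjusted over the list alone (median 0.54, or 0.49 to 0.91 over 14 alternatives, adjusted p = 0.00423), with adjusted p = 0.1 with an estimated correlation. Cd74, the MHC class II invariant chain gene, averaged 102.0 ± 7.75 against 6.47 ± 1.11 CPM, and Fscn1 15.7 ± 2.93 against 0.727 ± 0.45 CPM (SD, n = 3 each). Lymphoid genes had 6 of 11 members higher and 1 lower, the same over the list alone (median 0.73, adjusted p = 0.0495), among them Bcl11a (1.37 ± 0.08) and Notch1 (1.50 ± 0.12). This list gave adjusted p = 0.109 with an estimated correlation, and its call was lost in 9 of 14 alternatives (adjusted p from 0.0373 to 0.109). Immediate early genes had 11 of 26 members higher and 2 lower, the same over the list alone (median 0.41, adjusted p = 0.00902), but adjusted p = 0.107 with an estimated correlation. Egr1 (1.84 ± 0.17) and Junb (1.02 ± 0.13) were higher and Myc was lower (−0.96 ± 0.12). In CD201− replicate 3 the median log2 deviation from the other CD201− libraries was −0.25 for dendritic cell and MHC class II, −0.16 for lymphoid and −0.18 for immediate early genes.

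Most lists that did not pass in this comparison held members that moved both ways. Granulocyte and monocyte progenitor genes had 7 higher and 12 lower of 25 (the same over the list alone, adjusted p = 0.329). The transcriptional repressor gene Gfi1 stood at 87.3 ± 3.32 against 3.0 ± 1.22 CPM and the lysozyme gene Lyz2 was 1.27 ± 0.10 higher on the log2 scale, opposite to Mpo. Mast cell and basophil genes had 2 higher and 5 lower of 10 (the same over the list alone, adjusted p = 0.223). The serotonin transporter gene Slc6a4 was higher (3.77 ± 0.21) and Gzmb (−2.83 ± 0.20), Lat2 (−2.21 ± 0.22) and Cpa3 (−2.23 ± 0.34) lower. Erythroid genes had 4 higher and 5 lower of 14 (the same over the list alone, adjusted p = 0.754). Examples were Cnrip1 (2.02 ± 0.19), Tfrc (−0.86 ± 0.08) and Hemgn (−0.99 ± 0.09), and their median in CD201− replicate 3 deviated by −0.32. Endothelial and stromal genes had 4 higher and 4 lower of 9 (the same over the list alone, adjusted p = 0.955), among them Emcn (2.99 ± 0.28) and Pdgfrb. Quiescence and cell cycle inhibitor genes had 13 higher and 3 lower of 32 (the same over the list alone, adjusted p = 0.144), with Sesn3 at 1.20 ± 0.09 and Cited2 at −0.78 ± 0.08. Mitochondrially encoded genes had 1 of 13 lower, mt-Nd1 (−0.30 ± 0.10, adjusted p = 0.0201, lost in 4 of 19 alternatives), and 0 when adjusted over the list alone (list adjusted p = 0.425). Of the mature neutrophil and macrophage genes, 3 of 24 passed the count filter, too few for a list test. All 3 were higher, Ltf (8.16 ± 2.27 against 0.948 ± 0.674 CPM), Padi4 (78.7 ± 5.22 against 55.3 ± 6.01 CPM) and Cd68 (12.3 ± 2.01 against 6.84 ± 0.792 CPM; SD, n = 3 each), the last call being lost in 1 of 19 alternatives (adjusted p = 0.0102 with edgeR, from 0.00231 to 0.0501 over alternatives). Median, mean and test differed in sign for erythroid (median −0.03, mean 0.07, test downward) and endothelial and stromal genes (−0.04, 0.20, upward). Scaling by library size alone, without a composition factor, moved the median of all genes by 0.17 on the log2 scale and gave 3974 higher and 1685 lower genes. The medians of erythroid (0.14), endothelial and stromal (0.13) and mitochondrially encoded genes (0.10) became positive under it. The signs of the first 2 were unstable in general, with medians from −0.26 to 0.49 (erythroid) and from −0.25 to 0.52 (endothelial and stromal) over 14 alternatives.

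**Figure D3:**
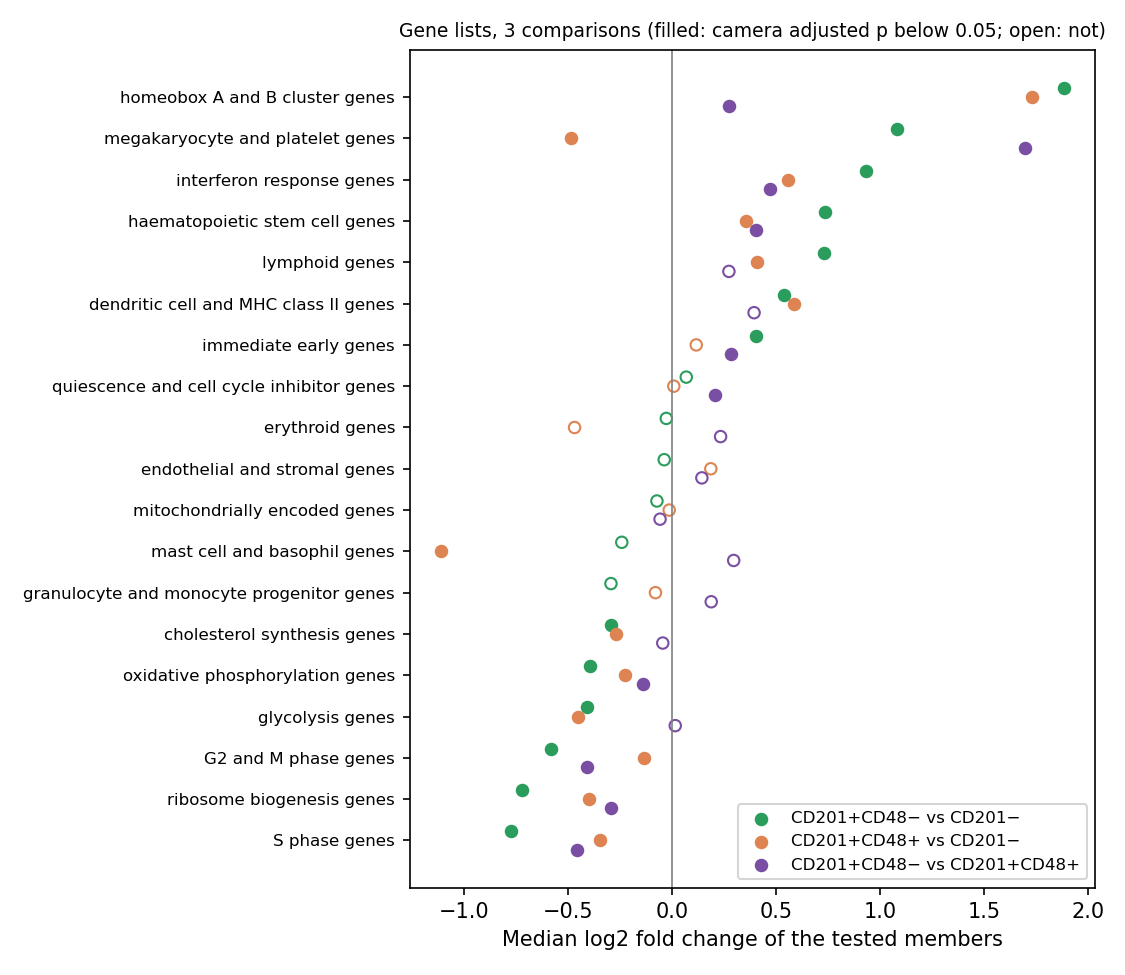
Median log2 fold change of the tested members of 19 gene lists in the 3 comparisons; filled points mark a camera adjusted p below 0.05 with the preset correlation and open points the others. Megakaryocyte and platelet genes have medians of 1.08, −0.49 and 1.70 in the comparisons CD201+CD48− against CD201−, CD201+CD48+ against CD201− and CD201+CD48− against CD201+CD48+, whereas HSC genes have medians of 0.74, 0.36 and 0.40.

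The second comparison set CD201+CD48+ cells against CD201− cells. Hlf averaged 252.0 ± 12.9 CPM in CD201+CD48+ cells against 50.3 ± 3.8 in CD201− cells (SD, n = 3 each; log2 fold change 2.33 ± 0.08, SE), and Gfi1 (chromosome 5, 107716655 to 107725805) 36.4 ± 1.43 against 3.0 ± 1.22 CPM. The cytokine receptor gene Flt3, which marks multipotent and lymphoid-primed progenitors, stood at 36.5 ± 3.8 against 10.3 ± 1.05 CPM. In the other direction, Itga2b, which encodes the platelet integrin chain CD41, averaged 79.1 ± 6.80 against 356.1 ± 16.9 CPM, and Thbs1, the thrombospondin gene, 2.50 ± 0.552 against 26.6 ± 3.04 CPM. Megakaryocyte and mast cell genes were lower as groups, and HSC, interferon response and homeobox genes higher. Of 11619 genes tested, 1723 were higher and 1661 lower, 573 and 138 of them by at least 2-fold.

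Among the most increased genes were Lamb2 (log2 fold change 4.11 ± 0.37, SE; edgeR quasi-likelihood test, adjusted p = 1.56e-06), Sspo (3.67 ± 0.44), Gfi1 (3.60 ± 0.18, adjusted p = 3.19e-09), Sgsm1 (3.58 ± 0.25), Myof (3.52 ± 0.14) and Zfp532 (3.43 ± 0.24). Ms4a6c, the integrin gene Itgb5, Gimap4 and Phldb2 followed, with values from 3.17 ± 0.30 (Ms4a6c) to 3.03 ± 0.21 (Phldb2). Over 19 alternatives the value of Sspo ranged from 3.11 to 5.45 and that of Lamb2 from 3.54 to 5.06. The granzyme gene Gzmb decreased most, from 31.9 ± 4.27 CPM in CD201− cells to 1.65 ± 0.256 CPM in CD201+CD48+ cells (−4.27 ± 0.23, adjusted p = 7.07e-09; chromosome 14, 56258836 to 56262334). It was followed by Scin (−3.47 ± 0.13), Thbs1 (−3.43 ± 0.23), the 5-lipoxygenase gene Alox5 (−3.26 ± 0.20), Mpo (−3.06 ± 0.32) and Pls1 (−2.82 ± 0.30). Cst7, the metallothionein gene Mt1, Fgf3 and Rab44 lay between −2.78 ± 0.32 (Cst7) and −2.48 ± 0.15 (Rab44).

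Of 45 HSC genes, 22 were higher and 5 lower in CD201+CD48+ cells (24 and 7 adjusted over the list alone; median 0.36, camera adjusted p = 1.17e-04, and 0.0187 with an estimated correlation). Mecom averaged 222.8 ± 4.23 against 100.0 ± 4.18 CPM and Socs2 267.7 ± 4.80 against 117.2 ± 3.37 CPM (SD, n = 3 each). Interferon response genes were higher in 23 of 37 cases and lower in 1 (25 and 1 adjusted over the list alone; median 0.56, adjusted p = 1.1e-09, and 0.006 with an estimated correlation). Examples were Ddx58 (0.90 ± 0.09) and Ddx60 (1.21 ± 0.12). Homeobox A and B cluster genes were higher in 7 of 9 cases (8 adjusted over the list alone; median 1.73, and 0.89 for genes of at least 5 CPM, adjusted p = 2.9e-05, and 0.0187 with an estimated correlation), with Hoxa10 at 13.4 ± 1.02 against 3.57 ± 0.436 CPM. Dendritic cell and MHC class II genes were higher in 7 of 13 cases (8 higher and 1 lower adjusted over the list alone; median 0.58, or 0.41 to 1.52 over 14 alternatives, adjusted p = 5.19e-04), with adjusted p = 0.0524 with an estimated correlation, and Cd74 rose by 2.42 ± 0.19. Lymphoid genes were higher in 4 of 11 cases (5 adjusted over the list alone; median 0.41, adjusted p = 0.0305), with adjusted p = 0.098 with an estimated correlation. Flt3 (1.81 ± 0.14) and Bcl11a (1.10 ± 0.08) were the lymphoid genes with the smallest p-values. Without CD201− replicate 3 the lymphoid list gave adjusted p = 0.0516 (range over 14 alternatives 0.0174 to 0.098).

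Megakaryocyte and platelet genes were lower in 16 of 31 cases and higher in 3, also when adjusted over the list alone (median −0.49, camera adjusted p = 2.92e-06, and 0.0137 with an estimated correlation). Itga2b (−2.17 ± 0.08, SE; chromosome 11, 102453297 to 102469883), Thbs1, Rab27b and Plek (−0.68 ± 0.07) had the smallest p-values, whereas Vwf was higher, at 125.0 ± 9.62 against 65.5 ± 8.63 CPM (SD, n = 3 each). Mast cell and basophil genes were lower in 7 of 10 cases and higher in 0, also over the list alone (median −1.11, and −0.39 for genes of at least 5 CPM, adjusted p = 6.35e-04, and 0.0323 with an estimated correlation). Examples were Gzmb, Lat2 (−1.99 ± 0.21) and the mast cell protease gene Cpa3 (−1.81 ± 0.30). S phase genes were lower in 30 of 42 cases (31 adjusted over the list alone; median −0.34, adjusted p = 2.63e-10), with adjusted p = 0.05, on the threshold, with an estimated correlation. Rrm2 (−0.67 ± 0.08) and Mcm2 (−0.50 ± 0.08) were among them. Ribosome biogenesis genes were lower in 38 of 51 cases (42 adjusted over the list alone; median −0.40, adjusted p = 2.75e-12), again with adjusted p = 0.05 with an estimated correlation, and Mybbp1a (−0.58 ± 0.07) and Nhp2 (−0.62 ± 0.08) were examples. Glycolysis genes were lower in 15 of 23 cases and higher in 1 (16 and 2 adjusted over the list alone; median −0.45, adjusted p = 2.99e-07, and 0.0431 with an estimated correlation), with Ldha at 488.7 ± 5.12 against 876.3 ± 57.2 CPM. Cholesterol synthesis genes were lower in 11 of 25 cases (13 adjusted over the list alone; median −0.27, adjusted p = 4.57e-05, and 0.0291 with an estimated correlation). An example was Fdps (−0.68 ± 0.08).

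Oxidative phosphorylation genes were lower in 21 of 63 cases in CD201+CD48+ cells (30 adjusted over the list alone; median −0.22, camera adjusted p = 2.07e-06), with adjusted p = 0.098 with an estimated correlation, Uqcrq (−0.59 ± 0.09, SE) having the smallest p. G2 and M phase genes were lower in 9 of 47 cases and higher in 2, also over the list alone (median −0.13, adjusted p = 0.0293), but adjusted p = 0.256 with an estimated correlation. Ect2 was higher (0.73 ± 0.08) and Lbr lower (−0.36 ± 0.07). The list's call was lost in 5 of 14 alternatives, among them leaving out CD201− replicate 3 (adjusted p = 0.0645) and scaling by library size alone, which turned the median to 0.003 (adjusted p = 0.0783; range over alternatives 0.0153 to 0.256). Granulocyte and monocyte progenitor genes did not pass (4 higher and 11 lower of 25, the same over the list alone; median −0.08, adjusted p = 0.0578), although they passed in 9 of 14 alternatives (adjusted p from 0.00706 to 0.837). Their median ranged from −0.43 to 0.06 over these alternatives, and was −0.43 without CD201+CD48+ replicate 1. Within this list the receptor gene Cd33 was higher (3.15 ± 0.33) and Alox5 and Cst7 were lower. Erythroid genes did not pass (3 higher, 7 lower of 14, the same over the list alone, adjusted p = 0.093). Endothelial and stromal genes did not pass (3 and 3 of 9, the same over the list alone, adjusted p = 0.668). Quiescence and cell cycle inhibitor genes did not pass (6 and 4 of 32, the same over the list alone, adjusted p = 0.864). Immediate early genes did not pass (7 and 2 of 26, 8 and 4 over the list alone, adjusted p = 0.222). Mitochondrially encoded genes did not pass (0 and 0 of 13, the same over the list alone, adjusted p = 0.66). Scaling by library size alone moved the median of all genes by 0.13 and gave 2701 higher and 851 lower genes. Under it the medians of granulocyte and monocyte progenitor (0.06) and mitochondrially encoded genes (0.12) became positive and erythroid genes passed (adjusted p = 0.0139; range over 14 alternatives 0.0139 to 0.309).

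The third comparison set the CD201+ populations against each other, asking how CD48 divides CD201+CD150+KSL cells. Thbs1 averaged 149.8 ± 28.3 CPM in CD201+CD48− cells and 2.50 ± 0.552 CPM in CD201+CD48+ cells (SD, n = 3 each), Itga2b 298.2 ± 5.21 against 79.1 ± 6.80, and Itgb3 235.1 ± 39.4 against 31.2 ± 1.33. Genes of megakaryocytes and platelets were higher as a group, with a median log2 fold change of 1.70, as were HSC and interferon response genes. Neo1, which encodes the receptor neogenin, averaged 25.0 ± 1.16 against 2.57 ± 0.299 CPM. Cdk6, a kinase gene of G1 progression (chromosome 5, 3341004 to 3531008), was lower at 203.2 ± 13.6 against 607.6 ± 26.1 CPM, and S phase and G2 and M phase genes were lower as groups. Of 11619 genes tested, 1052 were higher and 733 lower in CD201+CD48− cells, 358 and 55 of them by at least 2-fold. This count depended on CD201− replicate 3 through the shared estimate of spread: it was 3534 without that library and 3339 in a fit of the 6 CD201+ libraries. Leaving out any one of the 6 CD201+ libraries gave between 1023 and 1270.

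Beside Thbs1 (log2 fold change 5.93 ± 0.19, SE; edgeR quasi-likelihood test, adjusted p = 3.41e-11; chromosome 2, 118111876 to 118127133), the most increased genes were the coagulation factor XIII gene F13a1 (5.80 ± 0.25), Slc6a4 (5.59 ± 0.24), the latent TGF-beta binding protein gene Ltbp1 (5.46 ± 0.25) and Serpinb2 (5.22 ± 0.21). The platelet collagen receptor gene Gp6 (5.10 ± 0.34), Clec1b, which encodes the platelet receptor CLEC-2 (4.75 ± 0.28), Cd226 (4.49 ± 0.47), Serpinb10 (4.41 ± 0.47) and the phosphodiesterase gene Pde3a (4.32 ± 0.50, adjusted p = 3.21e-05) followed. The value of Pde3a ranged from 3.79 to 6.46 over 18 alternatives, with 0, 0.189 and 1.1 CPM in CD201+CD48+ replicates 1, 2 and 3. The most decreased were Slc22a3 (−4.44 ± 0.18), Tespa1 (−4.17 ± 0.20), Cd48, Dnajc6 (−3.08 ± 0.27) and Trf (−2.12 ± 0.25). The place of Cd48 follows from the sort, which divided these populations by CD48. Nlrc3 (−1.93 ± 0.15), Pdgfrb (−1.73 ± 0.22), Zfp462 (−1.73 ± 0.17), Bin1 (−1.65 ± 0.16) and Cdk6 (−1.58 ± 0.08, adjusted p = 3.83e-09) completed the 10.

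**Figure D4:**
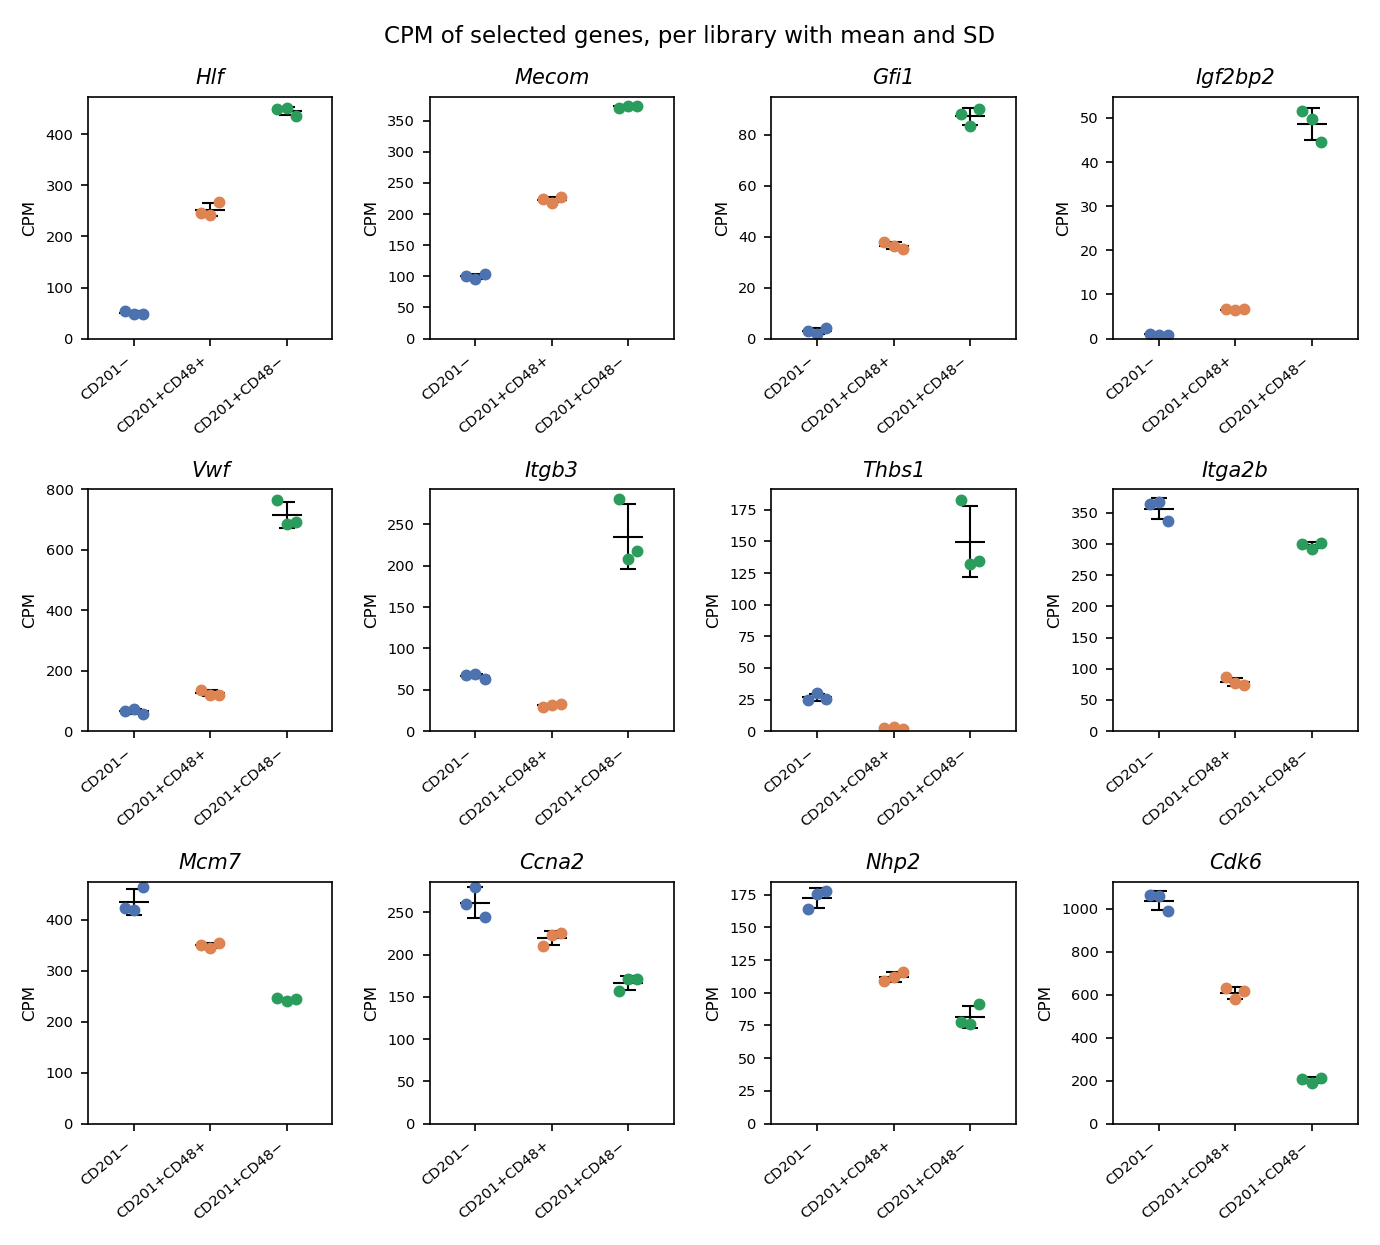
CPM of 12 genes in each of the 9 libraries (points), with the mean and SD of each sorted population (n = 3). Hlf, Mecom, Gfi1 and Igf2bp2 rise and Mcm7, Ccna2, Nhp2 and Cdk6 fall from CD201− through CD201+CD48+ to CD201+CD48− cells, whereas Itgb3, Thbs1 and Itga2b are lowest in CD201+CD48+ cells.

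Megakaryocyte and platelet genes were higher in CD201+CD48− than in CD201+CD48+ cells in 25 of 31 cases and lower in 0 (26 and 0 adjusted over the list alone; camera adjusted p = 5.84e-29, and 2.48e-04 with an estimated correlation). Examples were Vwf (2.52 ± 0.10, SE) and Itga2b (1.92 ± 0.08). Of 45 HSC genes, 23 were higher and 0 lower (28 and 0 adjusted over the list alone; median 0.40, adjusted p = 4.98e-14, and 0.00118 with an estimated correlation), with Neo1 at 3.28 ± 0.18, Hlf at 0.82 ± 0.07 and Ctnnal1 at 0.82 ± 0.07. Interferon response genes were higher in 20 of 37 cases and lower in 0 (26 and 0 adjusted over the list alone; median 0.47, adjusted p = 7.11e-11, and 0.00151 with an estimated correlation). Examples were Gbp2 (1.02 ± 0.12) and Oas2 (1.09 ± 0.15). Quiescence and cell cycle inhibitor genes were higher in 9 of 32 cases and lower in 1 (12 and 1 adjusted over the list alone; median 0.21, adjusted p = 0.00439, and 0.0425 with an estimated correlation). The inhibitor gene Cdkn1c averaged 18.5 ± 2.24 against 9.31 ± 0.942 CPM and Cdkn1a 24.7 ± 3.38 against 14.4 ± 0.359 CPM (SD, n = 3 each), whereas Rbl1 was lower (−0.38 ± 0.07). Cdkn1a averaged 29.8 CPM in CD201− cells, so it did not rise steadily from CD201− to CD201+CD48− cells. Homeobox A and B cluster genes were higher in 3 of 9 cases (4 adjusted over the list alone; median 0.28, adjusted p = 0.00319, and 0.0461 with an estimated correlation), the 3 being Hoxb9 (2.59 ± 0.31), Hoxb8 (2.76 ± 0.33) and Hoxb7 (1.57 ± 0.36). Immediate early genes were higher in 7 of 26 cases and lower in 1 (9 and 1 adjusted over the list alone; median 0.29, adjusted p = 0.00159), but adjusted p = 0.0767 with an estimated correlation, with Egr1 (0.89 ± 0.15) and Fosl2 (0.84 ± 0.14) higher and Myc lower (−0.66 ± 0.12).

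S phase genes were lower in CD201+CD48− than in CD201+CD48+ cells in 35 of 42 cases (38 adjusted over the list alone; median −0.45, camera adjusted p = 8.17e-22, and 0.0147 with an estimated correlation), with Mcm10 at 68.2 ± 2.08 against 117.2 ± 3.65 CPM (SD, n = 3 each). G2 and M phase genes were lower in 37 of 47 cases (43 adjusted over the list alone; median −0.41, adjusted p = 1.56e-18, and 0.00704 with an estimated correlation). Examples were Kif11 (−0.56 ± 0.09, SE) and Ccnb1 (−0.58 ± 0.10). Ribosome biogenesis genes were lower in 18 of 51 cases (22 adjusted over the list alone; median −0.29, adjusted p = 1.32e-10), but adjusted p = 0.0767 with an estimated correlation, among them Heatr1 (−0.42 ± 0.08) and Nhp2 (−0.46 ± 0.08). Oxidative phosphorylation genes were lower in 3 of 63 cases (1 adjusted over the list alone; median −0.14, adjusted p = 2.29e-04), but adjusted p = 0.213 with an estimated correlation, the 3 being Ndufc1, Ndufs8 and Ndufab1. These calls were lost in 2 (Ndufc1), 9 (Ndufs8) and 13 (Ndufab1) of 19 alternatives, with adjusted p up to 0.0679, 0.139 and 0.174. Granulocyte and monocyte progenitor genes did not pass (5 higher and 4 lower of 25, 7 and 5 over the list alone, adjusted p = 0.427). Mast cell and basophil genes did not pass (3 and 0 of 10, the same over the list alone, adjusted p = 0.0777). Erythroid genes did not pass (3 and 4 of 14, 6 and 4 over the list alone, adjusted p = 0.353). Lymphoid genes did not pass (2 and 1 of 11, the same over the list alone, adjusted p = 0.503). Dendritic cell and MHC class II genes did not pass (4 and 2 of 13, 6 and 3 over the list alone, adjusted p = 0.329). Alox5 of the granulocyte and monocyte progenitor list (2.85 ± 0.20), Cd74 of the dendritic cell list (1.55 ± 0.13) and Slc6a4 of the mast cell list were higher. Flt3 of the lymphoid list was lower (−0.93 ± 0.12). Endothelial and stromal genes did not pass (3 and 3 of 9, the same over the list alone, adjusted p = 0.878). Glycolysis genes did not pass (3 and 2 of 23, the same over the list alone, adjusted p = 0.904). Cholesterol synthesis genes did not pass (0 and 2 of 25, 0 and 1 over the list alone, adjusted p = 0.229). Mitochondrially encoded genes did not pass (0 and 0 of 13, the same over the list alone, adjusted p = 0.461). Median and mean differed in sign for granulocyte and monocyte progenitor genes (0.19 and −0.26, test upward) and for endothelial and stromal genes (0.14 and −0.06, test upward). With genes of at least 5 CPM alone, the granulocyte and monocyte progenitor list (adjusted p = 0.0205; range over 14 alternatives 0.0205 to 0.633) and the mast cell and basophil list (adjusted p = 0.0147; range 0.0147 to 0.158) passed. Without CD201+CD48+ replicate 1 the mitochondrially encoded genes passed (adjusted p = 0.0425; range 0.0425 to 0.807).

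The rotation test fry, which asks whether the members of a list moved one way on balance without reference to other genes, passed 16 of 20 lists for CD201+CD48− against CD201− cells. It passed 16 for CD201+CD48+ against CD201− cells and 13 between the CD201+ populations (adjusted p below 0.05 over the lists). Among lists that camera did not pass, fry passed granulocyte and monocyte progenitor (fry adjusted p = 0.0092, 2.75e-04 and 0.0254 in the 3 comparisons), mast cell and basophil (2.61e-04 in the first and 2.64e-04 in the third) and quiescence genes (7.5e-05 in the first). It also passed immediate early genes (0.0118) and erythroid genes (0.028) in the second comparison and cholesterol synthesis genes (0.0491) in the third.

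Calls of the 2 comparisons against CD201− cells overlapped. Of the genes called, 3059 were shared, 3027 in the same direction (1578 higher and 1449 lower in both CD201+ populations) and 32 in opposite directions. Independent lists of these sizes would share 416.3 higher and 397.1 lower genes. A mean of 0.05 genes came from 20 simulations of unchanged groups, in which the shared CD201− libraries were simulated too. With no gene changed the adjustment calls almost none, so that mean is not a chance level for the real overlap. The log2 fold changes correlated across genes with r = 0.845 against a simulated 0.531, with a covariance of 0.446 against 0.0326, a difference of 0.414. Genes are not independent replicates. The simulated covariance of 0.0326 is what sampling error of shared, simulated CD201− libraries gave, a small part of 0.446. Genes were drawn independently in it, so a joint deviation of many genes, as in CD201− replicate 3, did not enter. The 3 CD201− libraries were not split into separate controls for the 2 comparisons, so a larger contribution from the shared controls is not excluded.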

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

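Counts of changed genes are given in the order CD201+CD48− against CD201−, CD201+CD48+ against CD201−, and CD201+CD48− against CD201+CD48+ cells. They were 5163, 2895 and 1442 with the Wald test of DESeq2, 5531, 3359 and 1795 with limma-voom, 5596, 3278 and 1468 with limma-trend on the normalized counts, 5898, 3590 and 2042 without a count filter, 4946, 3064 and 1521 for genes of at least 5 CPM, and 5716, 3618 and 1822 with the GC offset, an alternative added after the data were seen. Library size alone gave 5659, 3552 and 1758, with directions shifted as described above. A 2-fold threshold left 1416, 711 and 413. A fit of the 6 CD201+ libraries raised the third count to 3339, and 1776 of the 1785 genes were shared in the same direction. Leaving out a library gave 4754 to 6092, 2338 to 4242 and 1023 to 3534 genes, 9 to 12 of the calls for the sorted antigens and 2150 to 3609 genes in the overlap. Where 2 libraries remained in a group, the fit pooled the spread over groups. Lists passing fell from 13 to 8, from 14 to 9 and from 10 to 7 with an estimated correlation, and ranged over 12 to 13, 13 to 15 and 10 to 11 with a library left out. The size of the correlation does not account for the whole fall. Estimates for HSC (0.0025), megakaryocyte and platelet (−0.0023) and lymphoid genes (0.0049) lay below the preset 0.01, yet the camera adjusted p of these lists rose in the first comparison. The median of G2 and M phase genes between CD201+CD48+ and CD201− cells changed sign to 0.003 with library size alone. HSC and megakaryocyte lists without their shared members, an addition after the data were seen, left 13, 14 and 10 lists passing. With the replicate number as a block, which the libraries gave no ground for (correlations of −0.113 to 0.045 between libraries of the same number, 1 of 9 closest to its own), the counts were 5322, 3038 and 1441, with 12, 15 and 10 lists and an overlap of 2730. Of 339 calls for genes named in the text, 305 held under all alternatives run for that gene, at most 19, and of 37 list calls 24 held under all 14. The 2-fold threshold was not among these, and alternatives that gave no adjusted p for a gene were left out. Apart from the sorted antigens, the named genes were chosen by their values in these same data, which favours calls that hold. Among alternatives for named genes, 172 lost a call, 47 gained one, 28 changed the sign of a value that was not called and none reversed a call. Among those for lists, 29 lost a call with the sign of the median kept, 1 lost it with the sign turned and 13 gained one, while 26 changed the sign of the median of a list that was not called, in 7 cases of a list and comparison. Among 37 called list medians, 18 moved over 1.5-fold under at least 1 alternative, 7 of them with genes of at least 5 CPM, a filter that removes list members. Beside those given above, medians ranged from 0.26 to 0.63 (immediate early), −0.47 to −0.24 (glycolysis), −0.42 to −0.23 (oxidative phosphorylation) and −0.35 to −0.12 (cholesterol synthesis) in the first comparison. In the second they ranged from −0.57 to −0.29 (megakaryocyte and platelet), −0.37 to −0.21 (S phase), −0.18 to 0.003 (G2 and M phase), −0.23 to −0.09 (oxidative phosphorylation), −0.30 to −0.14 (cholesterol synthesis) and −0.46 to −0.26 (ribosome biogenesis), and in the third from −0.16 to −0.09 (oxidative phosphorylation). The call of Ccna2 between CD201+CD48+ and CD201− cells was lost in 6 of 19 alternatives.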

Other observations

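Genes and groups of genes in the first paragraphs of this part were chosen after their values were seen, and so were 4 tests: those of admixed megakaryocyte-lineage cells, of another cell type in CD201− replicate 3 by list medians and by list members removed by the count filter, and of GC content with transcript length as the whole cause of its deviation. The other tests were set before their results were seen but with the values of the main comparisons known. In 130 genes CD201+CD48+ cells did not lie between the other populations but differed from both in the same direction, by edgeR calls. Of these, 109 were lowest and 21 highest in CD201+CD48+ cells. In 20 simulations of unchanged groups a mean of 0.05 genes was called in opposite directions. With no gene changed the adjustment calls almost none, so that mean is not a chance level for these counts. The 2 comparisons also share the CD201+CD48+ libraries. The 109 were selected by the same comparisons in which the lists had been tested, so a test of lists among them is no separate evidence. Fisher's exact test also treats genes as independent. The 109 held 14 of the 31 megakaryocyte and platelet genes (Fisher's exact test over 20 lists, one-sided, adjusted p = 8.02e-20) and 3 of 10 mast cell and basophil genes (adjusted p = 9.19e-04). They also held 2 of 14 erythroid genes (Fisher's exact test, adjusted p = 0.0491), among them a gene shared with the megakaryocyte and platelet list. Outside the lists they held F13a1 at 43.5 ± 8.32, 0.76 ± 0.238 and 3.21 ± 0.474 CPM in CD201+CD48−, CD201+CD48+ and CD201− cells (SD, n = 3 each), and the platelet granule gene Clu at 46.9 ± 4.78, 5.75 ± 0.941 and 8.98 ± 2.21 CPM, the call of Clu against CD201− cells being lost in 7 of 19 alternatives (edgeR adjusted p = 0.0329; range 0.0136 to 0.152). Among them at high levels were the talin gene Tln1 at 1955 ± 74.9, 1424 ± 141.0 and 1923 ± 33.3 CPM and the vinculin gene Vcl at 192.8 ± 10.7, 129.3 ± 6.97 and 181.4 ± 15.5 CPM, and no test of genes of their function as a group was run. The 21 genes that were highest in CD201+CD48+ cells included Flt3.

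Several imprinted genes were highest in CD201+CD48− cells. The imprinted non-coding RNA H19 had 93 counts over the CD201+CD48− libraries and 0 over the CD201− libraries, at least 30.1-fold higher. Peg3 averaged 11.1 ± 1.34, 4.06 ± 1.08 and 0.361 ± 0.33 CPM in CD201+CD48−, CD201+CD48+ and CD201− cells, and Grb10 382.1 ± 2.31, 270.8 ± 5.96 and 201.0 ± 7.1 CPM (SD, n = 3 each; all pairs past the edgeR threshold for Peg3 and Grb10, with the Peg3 call between the CD201+ populations lost in 1 of 19 alternatives, adjusted p from 6.61e-07 to 0.0584). Dlk1 (8.59 ± 1.08 against 5.04 ± 2.71 CPM) did not pass between CD201+CD48− and CD201− cells (adjusted p = 0.0521, passing in 6 of 19 alternatives with a range of 0.00331 to 0.148), and no test of imprinted genes as a group was run. Lin28b, an RNA-binding protein gene of fetal haematopoiesis, averaged 16.7 ± 1.33 CPM in CD201+CD48− and 5.24 ± 0.306 CPM in CD201− cells and lay between them in CD201+CD48+ cells (log2 fold change 1.05 ± 0.21 against CD201− cells, SE), while its call between the CD201+ populations (adjusted p = 0.0243) was lost in 4 of 19 alternatives (adjusted p from 0.00206 to 0.142). Among surface receptor genes, Adgrl4 averaged 493.2 ± 2.41, 372.3 ± 33.5 and 62.4 ± 5.25 CPM in CD201+CD48−, CD201+CD48+ and CD201− cells. Alcam averaged 59.8 ± 1.28, 40.4 ± 3.75 and 9.03 ± 1.06 CPM in the same order. For both genes the means of the CD201+ populations lay closer to each other than to that of CD201− cells, which was not tested. No test of surface receptor genes as a group was run. Emb stood at 80.7 ± 0.761, 85.0 ± 4.54 and 28.3 ± 0.814 CPM, with no call between the CD201+ populations (adjusted p = 0.563). Cd34, absent from the surface of the cells that started the cultures by their gate, was at 96.6 ± 6.66 CPM in CD201+CD48− cells, 206.1 ± 2.07 in CD201+CD48+ cells and 185.0 ± 2.46 in CD201− cells, a log2 fold change of −1.10 ± 0.07 (SE; adjusted p = 6.2e-08) between the CD201+ populations.

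CD201− replicate 3 differed by over 2-fold from the mean of CD201− replicates 1 and 2 in 584 genes. A large share of cells of another type was not seen in that library, as the largest median log2 deviation of a list of another cell type was −0.32 (erythroid genes), a loss, and the largest gain 0.20 (endothelial and stromal genes), but the bound of 0.5 was set after the values were seen and the medians cover only members that passed the count filter. The 134 removed members of 8 cell type lists held 135, 152 and 122 counts in CD201− replicates 1, 2 and 3, with more in replicate 3 for endothelial and stromal (26, 20 and 42), mature neutrophil and macrophage (15, 15 and 26) and erythroid genes (9, 15 and 19), so a small admixture is not excluded. GC content with transcript length as the whole cause is also argued against, since 82.8% of 459 genes stayed over 2-fold apart after a curve over both was removed, while a GC content bias may contribute, as the deviation correlated across genes with transcript GC content (Spearman rho = −0.266, against −0.028 between replicates 1 and 2), although CD201+CD48+ replicates 1 and 2 had values of 0.355 and −0.266 with 66 and 80 genes over 2-fold. CD201− replicate 3 also had the fewest genes detected of all libraries (13663, against 14725 and 15347 in CD201− replicates 1 and 2), at the highest total count of its group. Its TMM factor was the lowest of all (0.8758, against 0.961 and 0.9623), and library quality was not tested as a cause. The remaining deviation stays open, and apart from another cell type no biological explanation was tested, since the labels separate these libraries by nothing but their number.

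Megakaryocyte and platelet genes were higher in CD201+CD48− than in CD201+CD48+ cells, with a median log2 fold change of 1.70 over 31 genes, and normalization and a single library are argued against as causes, since the median was 1.73 with library size alone, 1.71 with DESeq2 size factors, at least 1.59 with any library left out and 1.52 for genes of at least 5 CPM. Megakaryocyte-lineage cells inside the CD48-negative gate cannot be told apart from expression in the sorted cells themselves. Of 27 members with at least 10 CPM in CD201+CD48− cells, 77.8% were higher and 0 lower, a share between the bounds set for either reading, and the SD of their mean between the 3 libraries lay at percentile 78.2 of 10000 random lists matched on expression. The lineage gate would remove mature cells but not KSL cells that express Itga2b, which stood at 298.2 CPM here and at 356.1 CPM in CD201− cells, with Vwf at 714.6 and Itgb3 at 235.1 CPM. A difference between the CD48-defined phenotypes, such as a platelet-biased state of the CD48-negative cells, stays open and untested.

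S phase, G2 and M phase and ribosome biogenesis genes were lower in CD201+CD48− than in CD201− cells. GC content, transcript length and expression level are argued against as the whole cause, since 0% of 10000 random lists matched on all of them reached the medians of −0.77, −0.58 and −0.72 (lowest random medians −0.45, −0.45 and −0.41), although matched lists shifted the same way, by a median of −0.19, −0.21 and −0.19, so these properties may carry part of the shift. CD201− replicate 3 is argued against too, since without it the medians were −0.73, −0.51 and −0.65 and the list that moved most kept 87.8% of its value. A candidate explanation, as a hypothesis found on these data, is a smaller share of cycling cells or slower cycling in the CD201+CD48− population, for which no separate measure of cycling was used here.

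Splits of 3 against 3 libraries number 10 and cannot give a share below 0.1. Every other split also puts libraries of both populations on both sides, so differences between the populations enter the spread within groups. Few calls in those splits followed from the design, and the counts below do not decide whether the real grouping differs from a random one. In fits of the 6 libraries compared, the real split called 5041 genes for CD201+CD48− against CD201− cells, 2575 for CD201+CD48+ against CD201− cells and 3339 for CD201+CD48− against CD201+CD48+ cells, and the highest of the other splits called 0 in each with edgeR. With unadjusted p below 0.05 in edgeR the highest of the other splits gave 208, 416 and 340 genes against 5840, 4071 and 4455 for the real split. Limma-voom called 0 in every other split against 5016, 2531 and 3270.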
